A study of Escherichia coli str. K-12 substr. MG1655 with 10 samples.

How the data were processed

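Transcripts were measured by RNA sequencing in 10 libraries from Escherichia coli K-12 MG1655 carrying a sensor that reports stress responses with 3 fluorescent proteins. Per the labels, the libraries form 5 groups of 2. The control group had no treatment, and the other groups are subpopulations sorted by flow cytometry from cells given 2% 2-propanol: red only (mono RFP), green only (mono GFP), red and green (dual RFP-GFP), and all colours (triple RFP-GFP-BFP). The labels name a total RNA library kit that depletes ribosomal RNA. They do not say whether the control cells were sorted, how long the cells were exposed, or which promoter drives which colour.

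The authors deposited 2 tables. The first holds raw read counts per gene symbol, deposited as whole numbers with no normalization, and includes the transcripts of the reporters mRFP1, GFPmut3b and mTagBFP2. The aligner, the counting program, the genome build, the handling of strand and of reads that match several genes, and any filter are not stated in the labels or headers. The second deposited table holds log2 values. Recomputing DESeq2's regularized logarithm (blind mode) from the counts gave the same values, with a largest difference below 1e-06, so the authors' log2 values are a transform of the same counts and were not used for tests. The second table numbers some replicates differently from the first: 3 of its columns carry a replicate number 3, although each of its 10 columns equals a library of the same group in the count table.

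The table has 4537 genes, of which 12 had 0 counts in all libraries. Total counts ran from 974577 to 3274221 per library, with a median of 2610988. Gene names, gene types, lengths and gene order were taken from a RefSeq gene list of assembly ASM584v2. Of the symbols, 4497 matched it directly, 33 matched a synonym and 7 did not match, among them the 3 reporters. No coordinates were taken from it.

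Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr with its defaults (minimum count 10, minimum total count 15), which left 4523 genes. Library sizes were scaled by TMM, which assumes that most genes do not change. CPM values were computed with these scaled library sizes. The quasi-likelihood fit (glmQLFit, glmQLFTest) had 1 mean per group and no covariate over all 10 libraries, so that all groups shared 1 estimate of the spread. The common biological coefficient of variation was 28.8%. A gene was called changed when its Benjamini-Hochberg adjusted p was under 0.05. All p-values are two-sided. Standard errors of log2 fold changes were taken from the fold change and its F statistic.

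Each subpopulation was compared with the control, and 4 comparisons were made between subpopulations, for 8 in all. A joint F-test asked which genes differed among the 4 subpopulations. Gene lists for the LexA, RpoH and RpoS regulons (32, 29 and 52 genes, of which 32, 29 and 51 were tested) were written from general knowledge before the data were examined, as were the tests, the alternatives and the rule for naming genes. The lists were tested with limma's camera on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over the 24 tests. Camera compares a list with all other genes.

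Genes were named by a rule. In each comparison these were the 3 largest rises and the 3 largest falls among called genes with an average log2 CPM at or above the median and with both libraries of one group above both of the other. Ribosomal RNA genes were left out. In addition osmY, sulA and grpE, chosen as a known promoter gene of the RpoS, SOS and RpoH responses, were reported in all groups. The reporter transcripts were added after their values were seen. After the data were seen, genes were also called isolated when their count density (CPM per kilobase) was at least 10 times the median of the 5 genes on each side in gene order.

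The test was tried on simulated counts drawn with the means, library sizes and dispersions of the real genes, with 200 genes changed. For dual RFP-GFP against control, on 4518 genes, 81.0% of 4-fold changes and 8% of 2-fold changes were recovered, with 4 false calls. For triple RFP-GFP-BFP against dual RFP-GFP, on 4517 genes, the shares were 75% and 11% with 3 false calls. For mono GFP against mono RFP, 20 simulated lists raised by 0.5 on the log2 scale all had camera p-values under 0.05, and 0 of 20 unchanged lists did, on 4523 genes. These lists were random genes drawn independently of each other, so they do not test camera on lists whose members vary together. Most simulated 2-fold changes of single genes were missed with 2 libraries per group. The steps of the closing section were tried in the same way on 4523 simulated genes. All 12 of 12 genes given a shared profile were found as a block, and 0 blocks appeared when no gene was changed. Groups of 2 libraries allow no test of single outlying libraries and no count over other splits of the samples. Replicates of every group differed by far more than counting noise, with chi-square over degrees of freedom of at least 13.2, so no library was a duplicate.

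The alternatives were median-of-ratios size factors, total counts only, no filter on low counts, omission of the 10 most abundant genes, thinning to the smallest library, the replicate number as a block, omission of each library, DESeq2, fits of only the groups compared, a log2 fold change of at least 1, and 2 other set tests (fry, and camera with an estimated correlation). Omission of isolated genes was chosen after seeing the data. Figures were drawn with matplotlib 3.10.9.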

Results

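RNA was sequenced from 10 libraries of Escherichia coli K-12 MG1655 with a 3-colour stress sensor, 2 libraries in each of 5 groups. The sensor reports on stress responses through a red (mRFP1), a green (GFPmut3b) and a blue (mTagBFP2) fluorescent protein. Cells given 2% 2-propanol, a solvent stress, had been sorted by their colours into cells with red only (mono RFP), green only (mono GFP), red and green (dual RFP-GFP) or all 3 colours (triple RFP-GFP-BFP). The control group was untreated. Total counts assigned to genes were 2157338 and 3012755 in the control libraries, 2694035 and 974577 in mono RFP, 3274221 and 1793424 in mono GFP, 2929605 and 2618059 in dual RFP-GFP, and 1921581 and 2603917 in triple RFP-GFP-BFP. The second mono RFP library was thus the shallowest. Replicates correlated across genes, which are not independent, with Pearson's r between 0.899 (triple RFP-GFP-BFP) and 0.944 (mono RFP) on log2 CPM.

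The libraries differed in composition. Non-coding RNA and transfer RNA genes took 31.8% ± 1.68 of the counts in control (SD, n = 2), 27.0% ± 3.07 in mono RFP and 28.9% ± 2.79 in mono GFP. Their share was 7.35% ± 0.106 in dual RFP-GFP and 12.8% ± 3.95 in triple RFP-GFP-BFP, so that both libraries of each of these groups lay below every other library. Ribosomal RNA genes took between 0.790% ± 0.0897 (triple RFP-GFP-BFP) and 1.13% ± 0.112 (mono RFP) (SD, n = 2). The 3 reporter transcripts together took 9.19% ± 1.01 in control, 4.89% ± 1.54 in mono RFP, 7.32% ± 1.75 in mono GFP, 19.5% ± 2.97 in dual RFP-GFP and 12.1% ± 6.35 in triple RFP-GFP-BFP. The most abundant genes over all libraries were rnpB (6.05% of counts on average), gcvB (6.05%) and GFPmut3b (5.34%). This order did not hold in each group: rnpB took 13.8% on average in control and 2.01% in dual RFP-GFP, where GFPmut3b took 8.62%.

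The reporter transcripts show how far the sort by fluorescence was matched at the RNA level. They were singled out after their values were seen. GFPmut3b was at 68428 CPM ± 979 in control (SD, n = 2), 52373 ± 18540 in mono GFP, 84574 ± 11130 in dual RFP-GFP, 63990 ± 43850 in triple RFP-GFP-BFP and 10827 ± 3298 in mono RFP. Its transcript was not higher in mono GFP than in control (log2 fold change -0.39, SE 0.69, adjusted p 0.846). The lower level in mono RFP than in control had a log2 fold change of -2.66 (SE 0.74) and an adjusted p of 0.0696. mRFP1 was at 12352 CPM ± 1862 in control, 19110 ± 2917 in mono RFP, 5655 ± 1212 in mono GFP, 44991 ± 7421 in dual RFP-GFP and 19675 ± 12460 in triple RFP-GFP-BFP. It was higher in dual RFP-GFP than in mono GFP (log2 fold change 2.99, SE 0.65, adjusted p 0.0202), and not past the threshold in mono RFP against control (0.63, SE 0.61, adjusted p 0.634). mTagBFP2 was at 30494 CPM ± 2685 in control, 8216 ± 2754 in mono RFP, 15816 ± 5161 in mono GFP, 61614 ± 2157 in dual RFP-GFP and 48629 ± 22920 in triple RFP-GFP-BFP. It was higher in dual RFP-GFP than in mono RFP (log2 fold change 2.91, SE 0.67, adjusted p 0.0364). Between triple and dual RFP-GFP its log2 fold change was -0.34 (SE 0.62, adjusted p 0.9999), although the sort separated these groups by blue fluorescence. Both of these calls were lost when any of the 4 libraries compared was left out, with log2 fold changes from 2.79 to 3.23 for mRFP1 and from 2.54 to 3.24 for mTagBFP2. The adjusted p-values without 1 library ran from 0.0613 (without dual RFP-GFP 2) through 0.0717 (mono GFP 1) and 0.0987 (dual RFP-GFP 1) to 0.123 (mono GFP 2) for mRFP1. For mTagBFP2 they were 0.0860 (dual RFP-GFP 2), 0.163 (dual RFP-GFP 1), 0.197 (mono RFP 1) and 0.354 (mono RFP 2), and 0.0734 with isolated genes left out.

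**Figure D1:**
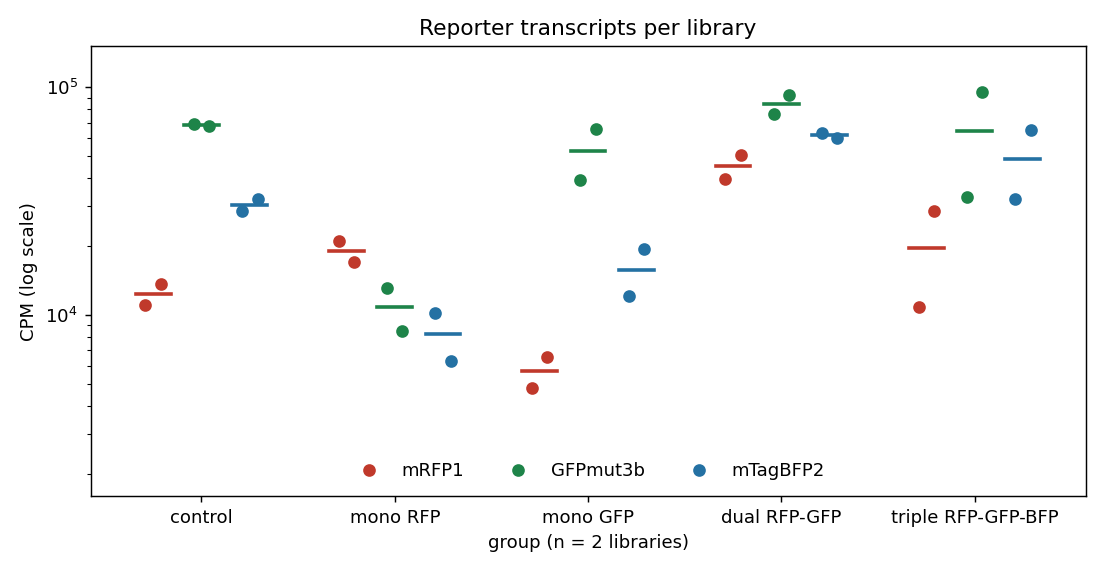
CPM of the 3 reporter transcripts on a log axis, by group; each point is a library and each line a group mean (n = 2). GFPmut3b and mTagBFP2 are lowest in mono RFP, mRFP1 is lowest in mono GFP, and the libraries of triple RFP-GFP-BFP lie far apart.

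The genes osmY, sulA and grpE stand for the RpoS, SOS and RpoH responses. osmY was at 4277 CPM ± 562 in control (SD, n = 2), 2744 ± 224 in mono RFP, 728.9 ± 242 in mono GFP, 6060 ± 722 in dual RFP-GFP and 3299 ± 2154 in triple RFP-GFP-BFP. It was lower in mono GFP than in control (log2 fold change -2.55, SE 0.56, adjusted p 0.0318) and higher in dual RFP-GFP than in mono GFP (3.06, SE 0.57, adjusted p 0.0148). Its count density was 83.7 times the median of its neighbours. sulA was at 96.6 CPM ± 10.5 in control, 77.3 ± 18.2 in mono RFP, 111 ± 12.3 in mono GFP, 255 ± 9.04 in dual RFP-GFP and 66.8 ± 20.1 in triple RFP-GFP-BFP. It rose in dual RFP-GFP against control (log2 fold change 1.40, SE 0.30, adjusted p 0.0111), against mono RFP (1.71, SE 0.31, adjusted p 0.00901) and against mono GFP (1.20, SE 0.30, adjusted p 0.0352). grpE was at 187 CPM ± 10 in control, 128 ± 19.3 in mono RFP, 213 ± 24.6 in mono GFP, 549 ± 39.3 in dual RFP-GFP and 350 ± 126 in triple RFP-GFP-BFP. It rose in dual RFP-GFP against control (log2 fold change 1.56, SE 0.36, adjusted p 0.0148), against mono RFP (2.10, SE 0.37, adjusted p 0.00751) and against mono GFP (1.37, SE 0.36, adjusted p 0.0422). No other test of these 3 genes was past the threshold in the fit without the replicate number as a block. In each of the calls both libraries of the higher group lay above both of the lower. The calls of osmY in mono GFP against control, and of sulA and grpE in dual RFP-GFP against mono GFP, were lost without any single library of the 4 compared, at adjusted p-values from 0.0664 to 0.218. osmY in dual RFP-GFP against mono GFP was lost without mono GFP 2 (0.0675) or dual RFP-GFP 1 (0.0601). In dual RFP-GFP against control sulA and grpE were lost without control 1 (0.0580 and 0.0635), control 2 (0.0580 and 0.0807) or dual RFP-GFP 1 (0.0905 and 0.121). Against mono RFP they were lost without dual RFP-GFP 1 (0.0647 and 0.0599), mono RFP 1 (0.0951 and 0.107) or mono RFP 2 (0.197 and 0.179).

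**Figure D2:**
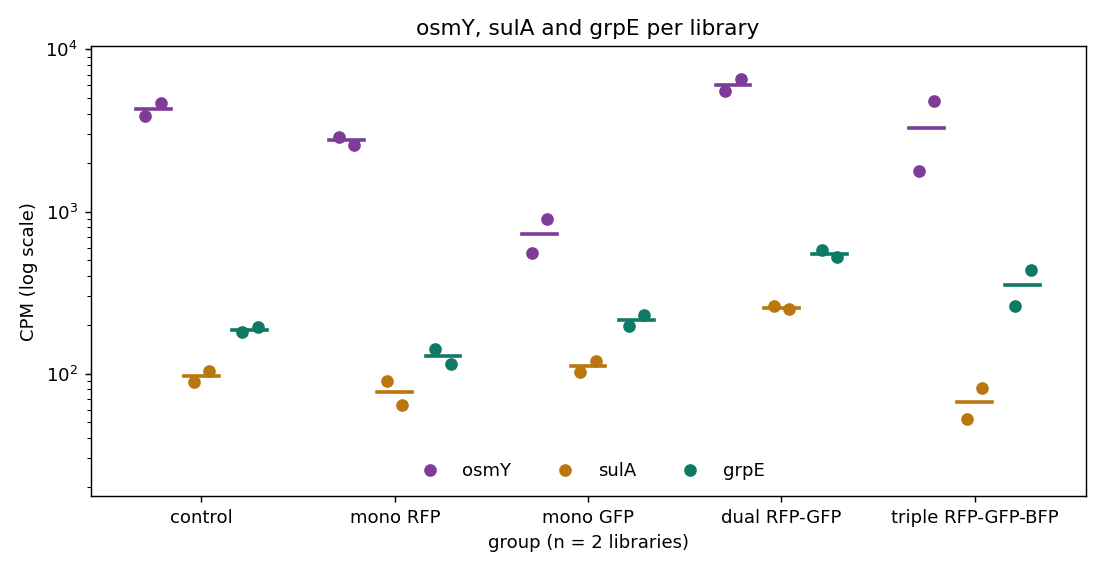
CPM of osmY, sulA and grpE on a log axis, by group; each point is a library and each line a group mean (n = 2). sulA and grpE are highest in both dual RFP-GFP libraries, and osmY is lowest in both mono GFP libraries.

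Each subpopulation was compared with the untreated control. The labels do not say whether the control cells were sorted, so effects of the solvent and of sorting are not separated in these comparisons. In mono RFP 164 genes changed, 16 higher and 148 lower. The largest fall by the naming rule was in bcsG (b3538; -4.43, SE 0.57, adjusted p 0.00103), from 8771 CPM ± 845 to 407 ± 48.2 (SD, n = 2). yibF (b3592) fell by 4.26 (adjusted p 0.000765) and ecnB (b4411) fell by 4.20 (adjusted p 0.000182), on the log2 scale. The count densities of bcsG, yibF and ecnB were 27.2, 20.4 and 12.2 times those of their neighbours. The rises were in srlE (b2703; 3.15, SE 0.75, adjusted p 0.0329), tnaC (b3707; 2.42, SE 0.45, adjusted p 0.00908) and pspA (b1304; 2.08, SE 0.46, adjusted p 0.0234). The rise of srlE rested on mono RFP 2, without which it was 0.78 (adjusted p 0.617). The calls of srlE, tnaC and pspA were also lost without either control library, and those of tnaC and pspA without either mono RFP library, at adjusted p-values from 0.0532 to 0.198. Scaling by total counts moved the number of changed genes most, to 944 (841 higher and 103 lower), with the median of all genes at a log2 fold change of 0.705 instead of 0.08. Without control 1, control 2, mono RFP 1 or mono RFP 2 the number was 81, 96, 30 and 29.

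In mono GFP 102 genes differed from control, 24 higher and 78 lower. With total counts only the split was 51 higher and 53 lower, and the median of all genes stood at 0.414 instead of 0.12. The rises named by the rule were cspI (b1552; 3.996, SE 0.89, adjusted p 0.0332), tnaC (3.59, SE 0.47, adjusted p 0.00343) and the small RNA gene fnrS (b4699; 3.57, SE 0.51, adjusted p 0.00484). These 3 genes were isolated, with count densities of 21.8, 13.9 and 20.8 times those of their neighbours. The rise of cspI, which has close paralogs, rested on mono GFP 2, without which it was 1.80 (adjusted p 0.242), and its call was also lost without control 1 (0.170) or control 2 (0.0881). The falls were in ecnB (-3.57, SE 0.36, adjusted p 0.000576), lldR (b3604; -3.44, SE 0.35, adjusted p 0.000576) and yebV (b1836; -3.28, SE 0.41, adjusted p 0.00263). The number of changed genes was 24 without control 1, 38 without control 2, 46 (23 higher, 23 lower) without mono GFP 1 and 49 without mono GFP 2.

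In dual RFP-GFP 726 genes differed from control, 352 higher and 374 lower, and 699 of them by at least 1 on the log2 scale. With total counts only 764 were higher and 281 lower, around a median of 0.375 for all genes instead of 0.07. With the replicate number as a block 1206 genes were called, 636 higher and 570 lower. The falls named by the rule were the transfer RNA genes argV (b2694; -5.73, SE 0.55, adjusted p 0.000138) and argY (b2693; -4.73, SE 0.70, adjusted p 0.00132) and ecnB (-5.10, SE 0.39, adjusted p 3.02e-05). argV and argY have near-identical copies, so their separate values are uncertain. The rises were in insG (b4278; 3.66, SE 0.85, adjusted p 0.0150), gspB (b3322; 3.19, SE 0.63, adjusted p 0.00717) and ynaE (b1375; 3.08, SE 0.39, adjusted p 0.000683). insG rested on dual RFP-GFP 1, without which its log2 fold change was 0.82 (adjusted p 0.361), and its call was also lost without control 2 (0.120). gspB had 1.55 without dual RFP-GFP 2, and its call was lost without control 2 (adjusted p 0.0726). ynaE shares near-identical sequence with ydfK, so the split between the pair is uncertain. The number of changed genes was 198 (24 higher, 174 lower) without control 2 and 158 (15 higher, 143 lower) without dual RFP-GFP 1, so most calls of rises were lost without either library.

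In triple RFP-GFP-BFP 343 genes differed from control, 147 higher and 196 lower. With total counts only 397 were higher and 192 lower (median of all genes 0.21 instead of 0.03). The replicate number as a block gave 883 genes, 463 higher and 420 lower. The rises were in sseB (b2522; 3.51, SE 0.75, adjusted p 0.0162), ydfK (b1544; 2.80, SE 0.37, adjusted p 0.00145) and ynaE (2.74, SE 0.39, adjusted p 0.00230). sseB rested on triple RFP-GFP-BFP 1, without which it was 1.27 (adjusted p 0.194), and its call was also lost without control 1 (0.0520) or control 2 (0.147). The falls were in ecnB (-4.50, SE 0.37, adjusted p 9.75e-05), ppnP (b0391; -4.32, SE 0.53, adjusted p 0.000983) and yeaQ (b1795; -3.97, SE 0.48, adjusted p 0.000983). The number of changed genes was 77 (5 higher, 72 lower) without control 2, 38 (9 and 29) without triple RFP-GFP-BFP 1 and 602 (300 and 302) without triple RFP-GFP-BFP 2.

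**Figure D3:**
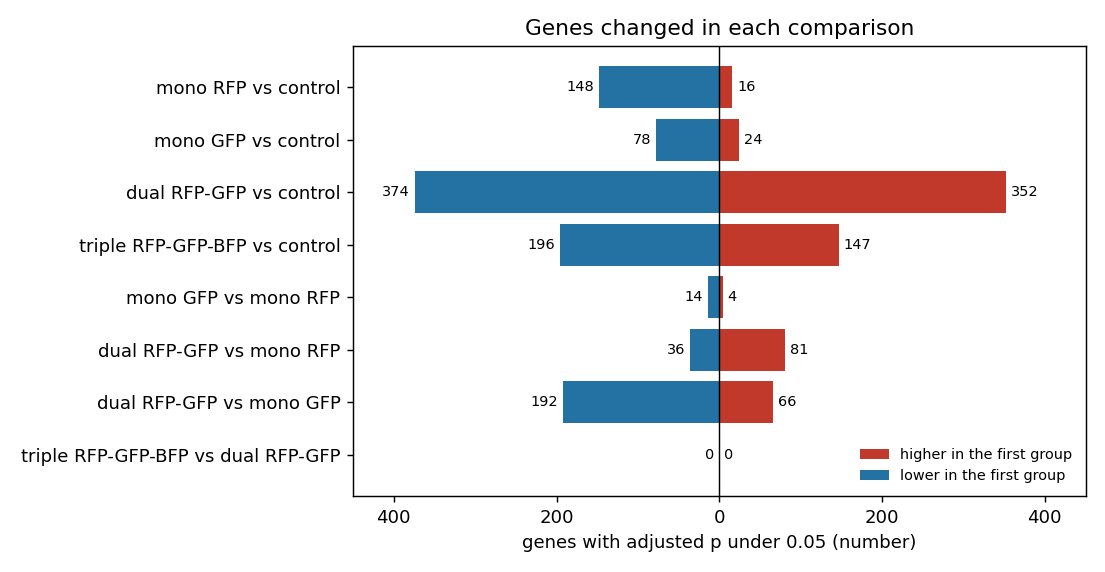
Number of genes with an edgeR adjusted p under 0.05 in each of the 8 comparisons, bars to the right for genes higher and to the left for genes lower in the first group. Against control, dual RFP-GFP had 352 higher and 374 lower, and the comparison of triple with dual RFP-GFP had 0; with total counts only, higher genes outnumber lower ones in mono RFP (841 and 103), dual RFP-GFP (764 and 281) and triple RFP-GFP-BFP (397 and 192) against control, and lower ones outnumber higher ones in dual RFP-GFP against mono RFP (169 and 75).

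To find changes shared by all subpopulations, genes called in the same direction in all 4 comparisons with the control were counted. There were 42, of which 4 were higher (pspA, ydfK, ynaE and yqcG) and 38 lower. The higher genes are named because they are few, after their values were seen. The log2 fold changes of pspA were 2.08, 1.98, 2.03 and 2.36 in the red, green, dual and triple subpopulations. In 20 simulations with no group changed, at most 0 genes were called in all 4. The number was 16 without control 1, 15 without control 2, 8 without mono RFP 1, 8 without mono RFP 2, 20 without mono GFP 1, 22 without mono GFP 2 and 23 without triple RFP-GFP-BFP 1. Log2 fold changes against control correlated across genes between 0.579 (mono GFP and dual RFP-GFP) and 0.866 (dual and triple RFP-GFP-BFP). The shared control libraries alone gave 0.463 to 0.541 in the simulations. All 4 fold changes had the same sign in 57.6% of genes, against 40.0% in the simulations.

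The subpopulations were then compared with each other, to ask whether cells of different colours differed in their transcriptomes. The joint test found 212 genes that differed among the 4 subpopulations. It found 122 without mono RFP 1, 108 without mono RFP 2, 136 without mono GFP 2 and 128 without dual RFP-GFP 1. With isolated genes left out, it found 121.

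Between mono GFP and mono RFP 18 genes differed, 4 higher and 14 lower in mono GFP. The balance was not stable. The higher and lower genes were 2 and 0 without mono GFP 1, 3 and 0 without mono GFP 2, 0 and 8 without mono RFP 1, 0 and 4 without mono RFP 2, 1 and 4 with isolated genes left out, and 43 and 31 with DESeq2. With total counts only 3 were higher and 24 lower, around a median of -0.26 for all genes instead of 0.07. The rises named by the rule were dinQ (b4613; 3.22, SE 0.57, adjusted p 0.0359), tisB (b4618; 2.87, SE 0.38, adjusted p 0.00841) and dinI (b1061; 2.69, SE 0.43, adjusted p 0.0245), all members of the LexA list. dinQ and tisB are short genes with count densities of 90.7 and 22.9 times those of their neighbours. dinQ was at 1553 CPM ± 1082 in mono GFP (SD, n = 2) and 167 ± 15.2 in mono RFP, and without mono GFP 2 its log2 fold change was 2.24 (adjusted p 0.267). The falls were in yciF (b1258; -3.37, SE 0.57, adjusted p 0.0341), bcsZ (b3531; -3.25, SE 0.59, adjusted p 0.0359) and yggS (b2951; -3.18, SE 0.50, adjusted p 0.0245), whose count densities were 25.8, 22.2 and 22.5 times those of their neighbours. Without mono RFP 1 or mono RFP 2 the calls of dinQ (adjusted p 0.403 and 0.379), tisB (0.0898 and 0.131) and dinI (0.0898 and 0.326) were lost. dinI was also lost without mono GFP 1 (0.0788) or mono GFP 2 (0.112). The calls of yciF, bcsZ and yggS were lost without mono GFP 1, mono GFP 2 or mono RFP 2 (adjusted p 0.141 to 0.322), and bcsZ also without mono RFP 1 (0.0526).

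Dual RFP-GFP differed from mono RFP in 117 genes, 81 higher and 36 lower. Total counts only gave 75 higher and 169 lower around a median of -0.31 for all genes. DESeq2 (109 higher, 129 lower) and fits of only the groups compared (109 and 151) also called more lower than higher genes. Leaving out dual RFP-GFP 1 gave 38 genes, mono RFP 1 gave 9 and mono RFP 2 gave 0 (402 at an unadjusted p under 0.05). Of the higher genes 36 were isolated, and leaving out isolated genes gave 52 calls. bcsG (3.61, SE 0.55, adjusted p 0.00622), feoC (b3410; 3.60, SE 0.48, adjusted p 0.00622) and hyfE (b2485; 3.55, SE 0.61, adjusted p 0.00696) rose most by the rule, each with a count density of at least 19.7 times its neighbours. The falls were in the small RNA gene csrB (b4408; -3.65, SE 0.81, adjusted p 0.0295), tnaC (-3.37, SE 0.47, adjusted p 0.00622) and ynfQ (b4724; -3.23, SE 0.79, adjusted p 0.04998). The adjusted p of ynfQ was 0.0516 with size factors. Without mono RFP 2 all of these calls were lost, at adjusted p-values of 0.117 (tnaC), 0.133 (bcsG, feoC and hyfE), 0.141 (csrB) and 0.297 (ynfQ). bcsG (0.0997), csrB (0.113) and ynfQ (0.0997) were also lost without mono RFP 1. Without dual RFP-GFP 1 the adjusted p was 0.0599 for hyfE, 0.296 for csrB and 0.378 for ynfQ, and without dual RFP-GFP 2 it was 0.0662 for csrB and 0.155 for ynfQ.

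Dual RFP-GFP differed from mono GFP in 258 genes, 66 higher and 192 lower. The rises were in insG (3.29, SE 0.83, adjusted p 0.0375), osmY and mRFP1, the latter pair with the values above. insG fell to 0.55 (adjusted p 0.699) without dual RFP-GFP 1, and its call was also lost without mono GFP 1 (0.0691) or mono GFP 2 (0.288). The falls were in tnaC (-4.55, SE 0.49, adjusted p 0.00213), cspI (-4.48, SE 0.91, adjusted p 0.0159) and csrB (-4.29, SE 0.83, adjusted p 0.0159). cspI was at -2.29 (adjusted p 0.131) without mono GFP 2, and lost its call without dual RFP-GFP 1 (0.183) or dual RFP-GFP 2 (0.0568). csrB lost its call without mono GFP 2 (0.0753) or dual RFP-GFP 1 (0.147). The number of changed genes was 47 without mono GFP 2, 19 without dual RFP-GFP 1 and 137 without dual RFP-GFP 2.

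Between triple and dual RFP-GFP, edgeR called 0 genes, with 258 at an unadjusted p under 0.05, while DESeq2 called 28. With the replicate number as a block edgeR called 2. The smallest edgeR adjusted p was 0.135, for sulA (log2 fold change -1.93, SE 0.31). In simulations of this comparison the same test recovered 75% of 4-fold and 11% of 2-fold changes, so the lack of calls does not exclude differences. Leaving out dual RFP-GFP 1 gave 1 gene.

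The gene lists asked whether the regulons behind the stress responses moved as a whole relative to other genes. In mono RFP against control all 3 lists were lower: LexA by a mean log2 difference of -0.60 (adjusted p 0.00359), RpoH by -0.39 (adjusted p 0.0163) and RpoS by -0.36 (adjusted p 0.0359). The LexA value was lost as a call with isolated genes left out (-0.33, adjusted p 0.0724). In mono GFP against control the RpoS list was lower (-0.46, adjusted p 0.00108), and this was lost without mono GFP 2 (-0.33, adjusted p 0.0832). Between mono GFP and mono RFP the LexA list was higher in mono GFP (0.61, adjusted p 3.61e-08), with 26 of its 32 members higher, and so was the RpoH list (0.24, adjusted p 0.0463). The LexA result stayed past the threshold without any single library, at 0.54 to 0.67. The RpoH result was lost without mono GFP 2 (0.15, adjusted p 0.266), mono RFP 1 (0.25, adjusted p 0.0643) or mono RFP 2 (0.23, adjusted p 0.130). RpoH in mono RFP against control was lost without control 2 (-0.32, adjusted p 0.110), and RpoS there without control 1 (-0.35, adjusted p 0.0657), control 2 (-0.36, adjusted p 0.0528) or mono RFP 2 (-0.26, adjusted p 0.130). The other 18 tests were not past the threshold, among them all 6 of dual and triple RFP-GFP-BFP against control (adjusted p 0.128 to 0.439). LexA in dual RFP-GFP against mono RFP had an adjusted p of 0.0626 and passed without mono RFP 1 (0.37, adjusted p 0.0408). Under fry only the LexA results in mono RFP against control and in mono GFP against mono RFP held, and with an estimated correlation none did.

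Single members show how broad these shifts were. For mono GFP against mono RFP 3 LexA genes were higher when adjusted over all genes tested and 6 when adjusted over the list alone. In mono RFP against control 5 LexA genes were lower over all genes and 6 adjusted over the list alone. The RpoH list there had 1 and 3 lower genes, and the RpoS list 6 and 7. The RpoS list in mono GFP against control had 4 lower genes over all genes and 7 adjusted over the list alone. The RpoH list in mono GFP against mono RFP had 0 called genes by either adjustment. The mean, median and test of a list differed in sign in a few tests with adjusted p-values of 0.493 or more. For RpoS in dual RFP-GFP against mono RFP the test pointed up while the mean difference was -0.00054 and the median -0.01. For RpoS in triple against dual RFP-GFP the median was -0.05 under a test pointing up, for RpoH in dual RFP-GFP against mono RFP it was -0.01 under a test pointing up, and for RpoS in mono GFP against mono RFP it was 0.0031 under a test pointing down.

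**Figure D4:**
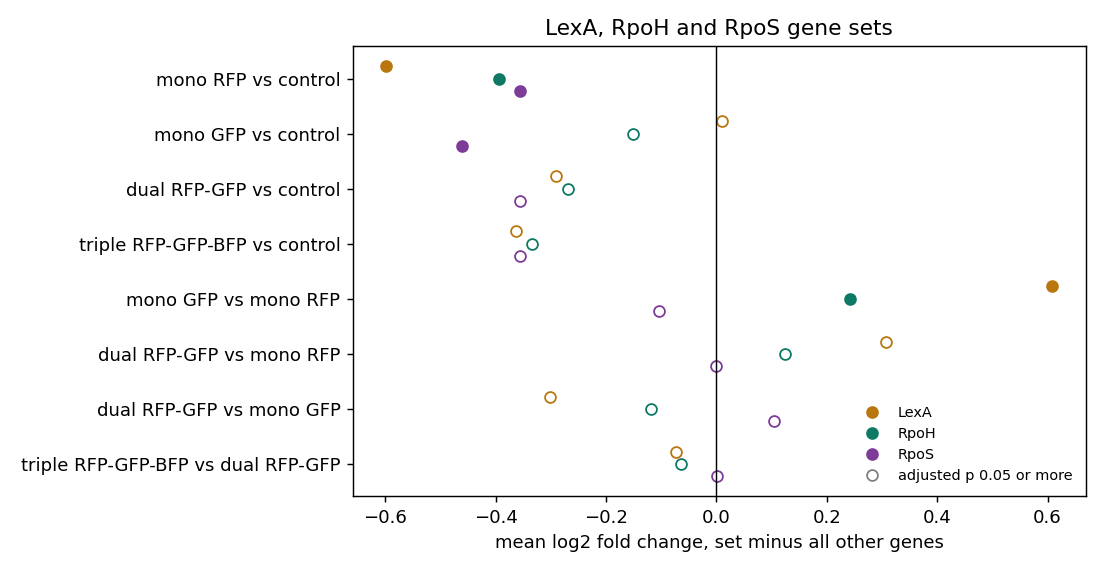
Mean log2 fold change of the LexA, RpoH and RpoS lists minus that of all other genes in each of the 8 comparisons; filled points have a camera adjusted p under 0.05 and open points do not. The largest differences are for LexA, at -0.60 in mono RFP against control and 0.61 in mono GFP against mono RFP.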

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

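The tests with isolated genes left out, matched lists, other members of a list, ratios to reporters and library labels were chosen after the results were seen. Leaving out a library, total counts only and the estimated correlation were settings fixed before the data were examined, and their use to test explanations was chosen after the results were seen. Each result below is listed because the change from control in 1 subpopulation differed from that in another in a direct test between them.

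The LexA list was higher in mono GFP than in mono RFP by a mean log2 difference of 0.61 (camera adjusted p 3.61e-08). Against control it was lower in mono RFP and close to control in mono GFP (0.01, adjusted p 0.680). The tables argue against several technical explanations. With isolated genes left out, among them ybfE, whose counts follow a block of unrelated genes, the difference was 0.42 (adjusted p 2.65e-05). Without the shallowest library, mono RFP 2, it was 0.54 (adjusted p 1.57e-05). The median of the list, 0.465, stood at the 100th percentile of 10000 random lists matched on gene length and expression, whose 95th percentile was 0.245. A difference in SOS activity between the sorted cells may explain the shift, as a hypothesis found and tested on the same data. What stays open is the correlation between members: with the correlation estimated from these libraries the adjusted p was 0.238, against at most 0.0339 under the other alternatives. A difference in growth state between the sorted cells was not tested.

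The RpoH list was higher in mono GFP than in mono RFP by 0.24 (adjusted p 0.0463). Leaving isolated genes out of the list and of the genes it is compared with kept most of the difference (0.21). Only 1 of the 29 list members was isolated. The call was lost (adjusted p 0.0925), so the test does not settle whether isolated genes carried it past the threshold. Apart from grpE, 25 of 28 list members were higher in mono GFP. Their median log2 fold change was 0.18 (95% interval 0.0968 to 0.345, genes taken as independent). A biological difference stays open. The result was also lost without mono GFP 2, mono RFP 1 or mono RFP 2, at adjusted p-values of 0.266, 0.0643 and 0.130. It may be chance.

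sulA was higher in dual RFP-GFP than in mono RFP (log2 fold change 1.71) and than in mono GFP (1.20), and grpE was higher than in mono RFP (2.10) and than in mono GFP (1.37). Against mono RFP a rise of the whole LexA list is not excluded for sulA. There the other LexA genes also rose, with a median log2 fold change of 0.234 (22 of 31 higher, 95% interval 0.0319 to 0.399, genes taken as independent), although the list test had an adjusted p of 0.0626. The interval ends far below the rise of sulA, which argues against a list rise of that size. Against mono GFP a rise of the whole list is argued against as the source of the rise of sulA. The other genes had a median of -0.185 (11 of 31 higher, -0.418 to 0.026), 4 list members were called lower, and sulA was the only 1 called higher. For grpE the medians of the other RpoH genes were -0.0512 against mono RFP (-0.314 to 0.34) and -0.215 against mono GFP (-0.543 to 0.388). A rise of the whole RpoH list by as much as grpE is argued against, because both intervals end far below its rises. A smaller rise of the list is not excluded, because the intervals include 0 and take genes as independent. Reads from promoter fragments on the sensor plasmid are a candidate source, since labels do not say which promoters the sensor carries. For sulA, reads in a fixed proportion to a reporter transcript are argued against: dividing by the closest reporter gave an SD of 0.945 over the 10 libraries on the log2 scale, above the SD of sulA itself (0.744). For grpE the ratio to mTagBFP2 had an SD of 0.576 against 0.793 for the gene. Plasmid reads and the native gene cannot be told apart for grpE, because a reporter with the promoter of grpE would follow the native gene either way. A mixture of native and plasmid reads stays open for sulA too. Without mono RFP 2 sulA and grpE against mono RFP were at 1.45 (adjusted p 0.197) and 1.90 (adjusted p 0.179). Neither was past the threshold without mono RFP 1 (0.0951 and 0.107) or dual RFP-GFP 1 (0.0647 and 0.0599). Against mono GFP both calls were lost whichever of the 4 libraries compared was left out (dual RFP-GFP 1 or 2, mono GFP 1 or 2), at adjusted p-values from 0.0704 to 0.218.

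osmY was higher in dual RFP-GFP than in mono GFP (log2 fold change 3.06). Its ratio to mRFP1 had an SD of 0.563 over the 10 libraries against 1.17 for osmY. Its count density was 83.7 times that of its neighbours. Plasmid reads and the native gene cannot be told apart for osmY, for the same reason as for grpE. The other RpoS genes had a median log2 fold change of 0.06 in this comparison. The call was lost without mono GFP 2 (adjusted p 0.0675) or dual RFP-GFP 1 (0.0601).

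mRFP1 was higher in dual RFP-GFP than in mono GFP (log2 fold change 2.99) and mTagBFP2 was higher than in mono RFP (2.91). Scaling between libraries is argued against, since with total counts only the values were 3.02 (adjusted p 0.00877) and 2.56 (adjusted p 0.0217). The rise of mRFP1 goes with the sort, which separated these groups by red fluorescence. The rise of mTagBFP2 does not, as neither group was sorted for blue. Wrong labels among the sorted libraries are argued against as the only cause, since just 1 sorted group had blue cells. mTagBFP2 was at 63140 and 60089 CPM in dual RFP-GFP and at 32422 and 64837 in triple RFP-GFP-BFP. No mono library exceeded 19465. A difference between transcript and protein levels, with or without wrong labels, stays open. GFPmut3b was not higher in mono GFP than in control (-0.39) and mTagBFP2 was not higher in triple than in dual RFP-GFP (-0.3414). Such a difference would allow both, and no table holds the protein levels. Other contrasts went with the sort, none of them past the threshold. In mono GFP against mono RFP GFPmut3b was at 2.27 (adjusted p 0.493) and mRFP1 at -1.76 (adjusted p 0.672). GFPmut3b in dual RFP-GFP against mono RFP was at 2.97 (adjusted p 0.0565). Wrong labels would change what the values of each sorted group mean. Both calls were lost when any of the 4 libraries compared was left out (dual RFP-GFP 1 and 2 with mono GFP 1 and 2, or with mono RFP 1 and 2), at adjusted p-values from 0.0613 to 0.354.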

How the results depend on the processing

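The alternatives were fixed before the data were examined, except the omission of isolated genes, which was chosen after seeing the data. The causes of the changes below were not tested, unless stated.

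Numbers of changed genes depended on the tool. DESeq2 called 306 genes in mono RFP against control, 230 in mono GFP against control, 657 in triple RFP-GFP-BFP against control, 74 in mono GFP against mono RFP, 238 and 486 in dual RFP-GFP against mono RFP and mono GFP, and 28 in triple against dual RFP-GFP. Its joint test called 459 genes, and 90 genes changed alike in all 4 subpopulations. In dual RFP-GFP against control it called 961, within 1.5 times of 726. The higher and lower genes were 43 and 31 in mono GFP against mono RFP and 109 and 129 in dual RFP-GFP against mono RFP. In 6 of the 7 comparisons with edgeR calls the DESeq2 calls included at least 342 of 343 or all of the edgeR calls, and in dual RFP-GFP against control 715 of 726.

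With total counts only, the numbers were 944 for mono RFP, 589 for triple RFP-GFP-BFP and 1045 for dual RFP-GFP against control, 244 for dual RFP-GFP against mono RFP, and 327 in the joint test. The higher and lower genes were 841 and 103, 397 and 192, 764 and 281, and 75 and 169 in these 4 comparisons. In mono GFP against control they were 51 and 53, against 24 and 78 with TMM, and in mono GFP against mono RFP 3 and 24, against 4 and 14. The medians of all genes moved to 0.705, 0.21, 0.375, -0.31, 0.414 and -0.26, so the shift follows from the scaling. sulA and grpE in mono RFP against control turned to 0.32 and 0.0858, and GFPmut3b in triple RFP-GFP-BFP against control to 0.0481, none of them called. The RpoH list lost its call in mono RFP against control (-0.39, adjusted p 0.0606) and in mono GFP against mono RFP (0.24, adjusted p 0.0732). With size factors, the split in dual RFP-GFP against control was 279 and 388, against 352 and 374 with TMM, and all counts were within 1.5 times.

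Fitting only the groups compared left fewer libraries to estimate the spread. It gave 349, 66 and 127 (21 higher, 106 lower) genes for mono RFP, mono GFP and triple RFP-GFP-BFP against control, and 260 (109 higher, 151 lower) and 159 for dual RFP-GFP against mono RFP and mono GFP. Omitting isolated genes gave 5 genes in mono GFP against mono RFP, 52 in dual RFP-GFP against mono RFP and 121 in the joint test. It also lost the calls of LexA (-0.33, adjusted p 0.0724) and RpoS (-0.23, adjusted p 0.104) in mono RFP against control and of RpoH in mono GFP against mono RFP (0.21, adjusted p 0.0925). Thinning lost RpoS in mono RFP against control (-0.33, adjusted p 0.0625) and RpoH in mono GFP against mono RFP (0.24, adjusted p 0.0527). It turned the test direction of RpoS in dual RFP-GFP against mono RFP (-0.00685) and in triple against dual RFP-GFP (-0.00518), both near 0.

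The other set tests keep the same mean differences. With fry the calls of RpoH (-0.39, adjusted p 0.0851) and RpoS (-0.36, adjusted p 0.0834) in mono RFP against control, RpoS in mono GFP against control (-0.46, adjusted p 0.0834) and RpoH in mono GFP against mono RFP (0.24, adjusted p 0.158) were lost. With the estimated correlation all 6 calls were lost: LexA (-0.60), RpoH (-0.39) and RpoS (-0.36) in mono RFP against control, RpoS (-0.46) in mono GFP against control, and LexA (0.61) and RpoH (0.24) in mono GFP against mono RFP, at adjusted p-values from 0.238 to 0.518.

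The replicate numbers were not shown to pair libraries. The differences between replicates correlated at -0.0594 to 0.301 over the 10 pairs of groups, over 0.1 in 7. The 6 pairs among control, mono GFP, dual and triple RFP-GFP-BFP had 0.193 to 0.301, and the 3 values under 0.1 involved mono RFP. In the second deposited table mono RFP is the only group numbered without a first replicate. A pairing of part of the libraries is thus not excluded. The block uses the numbers of the count table, so it may pair the mono RFP libraries wrongly. The labels name a pair of cultures without saying which library came from which. With the replicate block the numbers were 313 for mono RFP, 207 for mono GFP, 1206 for dual RFP-GFP and 883 for triple RFP-GFP-BFP against control, 32 for mono GFP against mono RFP, 248 and 494 for dual RFP-GFP against mono RFP and mono GFP, 2 for triple against dual RFP-GFP, 453 in the joint test and 88 in all 4 subpopulations. In dual RFP-GFP against mono RFP 106 were higher and 142 lower, against 81 and 36 in the fit with no block. No set test changed its call under the block. Among tests of single named genes, 4 passed the threshold only with the block and 84 stayed on the same side.

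Leaving out 1 library at a time assumes that the lone library left in its group varies like the other groups. The numbers ran from 29 to 96 in mono RFP against control (81 without control 1, 96 without control 2, 30 without mono RFP 1, 29 without mono RFP 2). They ran from 24 to 49 in mono GFP against control (24 and 38 without control 1 and 2, 46 and 49 without mono GFP 1 and 2). Dual RFP-GFP against control ran from 158 (without dual RFP-GFP 1) and 198 (without control 2) to 616. Triple RFP-GFP-BFP against control ran from 38 (without triple RFP-GFP-BFP 1) and 77 (without control 2) to 602 (without triple RFP-GFP-BFP 2). Mono GFP against mono RFP ran from 2 to 8 (2 and 3 without mono GFP 1 and 2, 8 and 4 without mono RFP 1 and 2). Dual RFP-GFP against mono RFP ran from 0 (without mono RFP 2) through 9 (without mono RFP 1) and 38 (without dual RFP-GFP 1) to 83. Dual RFP-GFP against mono GFP ran from 19 (without dual RFP-GFP 1) through 47 (without mono GFP 2) and 137 (without dual RFP-GFP 2) to 376. Triple against dual RFP-GFP ran from 0 to 1 (without dual RFP-GFP 1). The joint test ran from 108 to 297 (108 and 122 without mono RFP 2 and 1, 128 without dual RFP-GFP 1, 136 without mono GFP 2). The genes changed in all 4 subpopulations ran from 8 to 44 (8 without either mono RFP library, 15 and 16 without control 2 and 1, 20 and 22 without mono GFP 1 and 2, 23 without triple RFP-GFP-BFP 1).

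Among the list tests, RpoH ran from -0.47 to -0.32 and RpoS from -0.45 to -0.26 in mono RFP against control, RpoS from -0.59 to -0.33 in mono GFP against control, RpoH from 0.15 to 0.34 in mono GFP against mono RFP, and LexA from 0.24 to 0.37 in dual RFP-GFP against mono RFP, where it passed the threshold without mono RFP 1. Lists that were not called changed test direction without some library. These were LexA in mono GFP against control (-0.0690 to 0.0887), LexA (-0.17 to 0.0238), RpoH (-0.20 to 0.0684) and RpoS (-0.0357 to 0.0368) in triple against dual RFP-GFP, and RpoS in mono GFP against mono RFP (-0.23 to 0.0219) and in dual RFP-GFP against mono RFP (-0.0944 to 0.0941) and mono GFP (-0.0218 to 0.23). Uncalled reporter and osmY values in triple RFP-GFP-BFP also changed sign: against control osmY (-1.26 to 0.17), mRFP1 (-0.18 to 1.21) and GFPmut3b (-1.05 to 0.47), and against dual RFP-GFP GFPmut3b (-1.35 to 0.17) and mTagBFP2 (-0.92 to 0.0736). The positive ends came without triple RFP-GFP-BFP 1, and the change of mRFP1 without triple RFP-GFP-BFP 2.

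Omitting the 10 most abundant genes kept all numbers of genes within 1.5 times and all list calls, and no called gene named in the report changed direction under any alternative. The low-count filter removed only genes with few counts (4523 of 4537 tested with it), so its omission says nothing about stability. A minimum log2 fold change of 1 kept all numbers within 1.5 times. Calls of single named genes also moved under other settings. DESeq2 added 9, and fits of only the groups compared added 4 and lost 6. Total counts only added 3 and changed 3 signs, and thinning added 1 and lost 1. Size factors, omission of isolated genes and omission of the 10 most abundant genes lost 1 each. Among tests of single named genes that left out 1 library, 95 lost their call, 252 stayed on the same side of the threshold and 5 changed sign. Depth limits these results less than the number of libraries, since thinning to 974577 counts gave 18 to 660 genes in the 7 comparisons with calls, all within 1.5 times.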

Other observations

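All tests in this part were chosen after the patterns were seen.

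Some genes took far more counts than their neighbours. There were 152 isolated genes, 3.36% of those tested, and they held 33.3% (dual RFP-GFP) to 52.9% (control) of all counts. Clustering them on their profiles over the 10 libraries (correlation of 0.9 or more, at least 5 members) gave 7 blocks. Of these, 3 held mostly short abundant genes and stable RNA genes (led by lpp, cspE and rnpB). The other 4, with 66 genes, mostly held genes scattered over the chromosome with no evident link, led by hicA (24 genes), rhsB (20), fadE (16) and bcsZ (6). Their members correlated with each other at a median of 0.979 to 0.987, which the clustering favours. The median correlation with the nearest genes that were not isolated was 0.0262, which goes against transcription shared with those genes. The choice of genes far above their neighbours favours a low value. Isolated neighbours were left out, so transcription of the surrounding operons is not excluded. These 66 genes, 1.46% of those tested, gave 34 of 164 calls in mono RFP, 15 of 102 in mono GFP, 5 of 726 in dual RFP-GFP and 0 of 343 in triple RFP-GFP-BFP against control. They gave 5 of 18 calls in mono GFP against mono RFP, and 36 of 117 and 20 of 258 in dual RFP-GFP against mono RFP and mono GFP. bcsG, yibF, yciF, bcsZ, yggS, feoC and hyfE are among them.

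Reads of a reporter transcript counted in these genes are a candidate source. For the block led by fadE the test went that way: its ratio to mTagBFP2 had an SD of 0.33 over the 10 libraries on the log2 scale, while the block itself had an SD of 1.29. For the block led by hicA it did not, since dividing by the closest reporter gave an SD of 1.68 against 1.43 for the block, and its share was 4.79% and 0.422% in the control libraries. For the blocks led by rhsB (SD 0.865 against 1.52 for the block) and bcsZ (SD 0.833 against 1.15) dividing by the closest reporter lowered the spread, which goes toward a reporter as part of the source. A single reporter as the whole source is argued against, because the ratio to each of the 3 reporters differed between groups beyond the spread of replicates (F-test, largest p 0.0282 for rhsB and 0.0304 for bcsZ). The ratio does not depend on the scaling of libraries. For fadE the same test of the ratio to mTagBFP2 gave a p of 0.538. The rhsB block held 11.6% ± 1.42 of counts in control (SD, n = 2) and 6.97% ± 1.66 in dual RFP-GFP, where each reporter was higher. Other transcripts of the plasmid, or sequence introduced in library preparation, stay open and were not tested. rhsA, rhsB and rhsC differed by at most 7.64% of their mean in any library, as would reads shared between near-identical copies. Differences of these blocks between subpopulations may therefore not reflect the genes they are named after.

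The lower share of small RNA genes in dual RFP-GFP may come from a loss of short RNA molecules. Among protein-coding genes at or above the 75th percentile of count density, 205 non-ribosomal genes under 300 nucleotides had a median log2 fold change of -0.38 against control, and 274 genes of 1000 nucleotides or more had 0.21. The difference was -0.58 (permutation p across genes 0.00820, genes not being independent). It was -0.58 with total counts only and -0.59 with size factors. These values do not test the scaling, because a library's scaling factor moves short and long genes alike. In triple RFP-GFP-BFP it was -0.31 (permutation p 0.101), in mono GFP 0.14 (permutation p 0.150) and in mono RFP 0.29 (permutation p 0.0263). Short genes thus also moved the other way in 1 group. With libraries instead of genes as the unit and the spread of replicates pooled over the 5 groups, the differences of dual RFP-GFP (-0.405, SE 0.191, p 0.0878) and mono RFP (0.37, SE 0.191, p 0.111) from control were not past 0.05. Against mono RFP (-0.775, p 0.00981) and mono GFP (-0.64, p 0.0204) dual RFP-GFP was lower beyond the spread of replicates by the single tests, at adjusted p-values of 0.0784 and 0.0816 over the 8 comparisons. These values go toward lower short genes in dual RFP-GFP. For these protein-coding genes a loss of short molecules and chance cannot be told apart. No difference was past the threshold after adjustment, and short genes in the mono groups lay above control. The share of non-coding and transfer RNA genes itself fell beyond the spread of replicates. It was 7.275% and 7.425% in the dual RFP-GFP libraries, and 24.86% to 33.02% in the control and mono libraries. Ribosomal protein genes do not settle this. The 8 such genes of 600 nucleotides or more had a median of -0.96 in dual RFP-GFP (7 of 8 lower, and 6 of 8 at -0.66 with total counts only), -0.94 in triple RFP-GFP-BFP and -0.62 in mono RFP (8 of 8 lower). Their median log2 CPM was 6.83 and 8.88 in the 2 mono GFP libraries, and the difference of dual RFP-GFP from control by library was -1.06 (SE 0.723, p 0.202). A loss of short molecules and a fall of these genes from another cause cannot be told apart, because the replicates lie too far apart. The 18 ribosomal protein genes under 300 nucleotides had medians of -1.72 in dual RFP-GFP and -1.54 in triple RFP-GFP-BFP, below the long ones. In mono RFP (-0.43) and mono GFP (-0.30, long ones -0.29) they did not fall clearly further. This goes toward a loss of short molecules, but the short ribosomal genes were not tested by library. Slower growth was not tested.

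Count density varied little between most genes, which is a candidate sign of background reads over the whole genome, such as DNA. For 45 genes usually silent in laboratory culture, written from general knowledge, the median density was 0.843 times that of all protein-coding genes, and 0.62 to 1.04 times in single libraries. The 75th percentile of density was 2.59 to 4.86 times the 5th. Spurious transcription would give the same picture and was not tested. A background of either kind with the same share in all libraries would make fold changes of weakly expressed genes smaller than they are. A share that differs between libraries could also move fold changes through the scaling, which was not tested.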
